A study of Homo sapiens with 6 samples.

How the data were processed

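RNA was measured by sequencing in HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen. The cells were harvested 48 hours after transient transfection with either an empty expression vector (pcDNA3.1-) or the same vector carrying ppk1, the gene of a bacterial polyphosphate kinase, an enzyme that links phosphate groups into long polyphosphate chains. Each group had 3 libraries, lettered B, C and D. Per the labels' protocols, messenger RNA was enriched by poly(A) selection and the libraries were made with a directional kit, which keeps the strand of the transcript. Transcripts without a poly(A) tail are therefore measured only as far as they passed that selection.

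The authors deposited 1 table of counts, with 58051 Ensembl genes as rows and the 6 libraries as columns. Its values are whole numbers that sum to a different total in each library, so the deposited counts were treated as raw read counts per gene. The aligner, the counting program, the genome build, the annotation release and whether the counting used the strand are not stated in the labels or the table. The way multiply mapped reads were counted is not stated either, so values of genes that share sequence with, or overlap, another gene are uncertain. Besides the genes noted in the results, HSPA8, RRP12, CFAP43, DNAH12, GDF15, SMAD6, SMAD9 and FAS overlap another gene on the same strand in GENCODE release 29. EGR3, FOSB, ETV4, DNAJB1, NOP16, HMGCS1, ACAT2, LSS, FDPS, ID2, ID4, DDB2, TP53INP1, WDR78, WDR63 and FOXJ1 overlap one on the opposite strand, which matters if the counting ignored the strand. All 6 columns could be matched to a sample by name, and 0 rows named no gene. Of the 58051 genes, 20201 had no count in any library. The library totals ran from 40851783 to 67122986 counts, and 3 counts, the most that a count of 0 allows, correspond to between 0.0447 and 0.0734 CPM.

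No genome build is named, so no start or end positions are printed. Gene type, chromosome, GC content and transcript length were looked up by Ensembl identifier in GENCODE release 29, which held 57447 of the identifiers (98.96%), and these carried 99.96% of all counts. Protein-coding genes held 95.8% of the counts. Shared sequence was assessed by the percentage of a gene's transcript sequence, in stretches of 50 bases, that also occurs in transcripts of another gene of that release.

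Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with its default settings, and glmQLFTest) in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10), libraries were scaled by TMM, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The replicate letter was a block in the model, because the design text of the series states that the control and ppk1 libraries of a letter are matched. The matching was checked from the correlation, across genes, of the deviations of same-letter libraries from their group means. It was 0.109 for B, 0.135 for C and 0.0476 for D over the 19574 tested genes, against values from -0.12 to -0.00506 between different letters. Over the 12239 genes with a mean of at least 200 counts, a cutoff chosen after the first values were seen, it was 0.237, 0.399 and 0.246. Deviations from a group mean cancel within the group, so negative values between different letters follow from positive same-letter values. They are not a separate baseline. The pairing is therefore taken from the design text, and the number of calls without the block is printed beside the number with it. The block leaves few residual degrees of freedom, and the test leans on the dispersion shared across genes (47.5 prior degrees of freedom, against 8.75 without the block). The biological coefficient of variation was 6.82% with the block and 8.16% without it. Standard errors of log2 fold changes are the absolute fold change divided by the square root of the F statistic. CPM values are counts divided by the TMM-scaled library total and multiplied by 1e6, and log2 CPM used a prior count of 2.

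Before the data were examined, the test, the block, the alternatives, 10 gene lists and the rule for naming genes had been fixed. The rule names the 6 largest rises and the 6 largest falls among genes with an adjusted p below 0.05, a mean of at least 50 normalized counts, a symbol that is not a clone name and the same direction in all 3 pairs. It adds EGR1 in any case, and up to 6 called genes of each list past its threshold. Of the genes that the rule names, 1 is not reported here. The lists cover the ERK and EGR1 response (37 genes), cytosolic heat shock (21), endoplasmic reticulum stress (18), the amino acid and integrated stress response (20), interferon-stimulated genes (29), mitochondrially encoded proteins (13), phosphate and inositol pyrophosphate metabolism (22), cytosolic ribosomal proteins (77), ribosome biogenesis (25) and cholesterol synthesis (23). They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 10 lists, with fry and camera with an estimated correlation as alternatives. Another 3 lists (motile cilium genes, other BMP and SMAD target genes, p53 target genes) were written after the top genes of a first fit had been seen, leaving out the genes seen there, and appear only in the closing section. A list's median log2 fold change was also set against 10000 random lists of the same size, in which each member was replaced by 1 of the 200 genes nearest in mean expression.

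The share of counts from mitochondrially encoded genes, the share of the 10 most counted genes and the number of detected genes were compared by a two-sided exact sign-flip test over the 3 pairs, whose smallest possible p is 0.25. The replicates of each group were compared for duplication. Their counts differed by 4.36 to 33.3 times the sampling variance, so no libraries were pooled.

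The differential test was tested on 5 simulated sets of negative binomial counts, each with 200 changed genes among a mean of 19268 tested. The counts were drawn from means fitted to each replicate letter and from the dispersions of the blocked fit, at the real library sizes. Differences between letters were thus built in, so the simulation cannot tell whether the real data need the block. With the block the test recovered 88.0% of the 2-fold and 72.4% of the 1.5-fold changes with 4.74% false calls. Without the block the values were 74.1%, 58.1% and 0%. With camera, all 5 seeded lists were called, and 4 of 100 unchanged lists had an unadjusted p below 0.05. In 60 simulated lists of 20 genes, the random-list percentile put 49 below 2.5% when they were shifted by -0.25, and 4 outside the range of 2.5% to 97.5% when unshifted.

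The alternatives were no replicate block, the Wald test of DESeq2 1.42.0, DESeq2-type (RLE) and upper-quartile scaling, no filter and a stricter filter (mean of at least 50 counts), robust dispersion, leaving out the mitochondrially encoded genes, leaving out each replicate pair, and a test against a fold change of 1.2 (glmTreat). Chosen after the data were seen were offsets that remove each library's trend on GC content and transcript length (loess, span 0.3, available for 99.4% of the tested genes), thinning all libraries to the smallest total, the newer quasi-likelihood setting of edgeR (legacy = FALSE), and fry without the block. The first look at the data used the default and gave 1777 calls. The full analysis was then run with the newer setting, in the mistaken belief that it was the default, and gave 1817. It was returned to the default, which the fixed design names, once the difference had been seen. Figures were drawn with matplotlib in Python. The table's rows are human genes, and the level of the ppk1 transcript was not analysed here.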

Results

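Transcript levels were measured by poly(A)-selected RNA sequencing in HEK293T cells 48 hours after transfection with an empty vector (3 libraries) or with a plasmid that expresses the bacterial polyphosphate kinase gene ppk1 (3 libraries). The libraries of both groups carried the letters B, C and D, and libraries of the same letter were matched biological replicates. The empty vector libraries held 50918800 (B), 42903078 (C) and 40851783 (D) counts. The ppk1 libraries held 67122986 (B), 50243766 (C) and 42666552 (D) counts, so the ppk1 library was the deeper of each pair. The title of the series names a broad response of human cells to long-chain polyphosphate inside the cell, and the comparison between the groups asks which transcripts differ when the enzyme is expressed.

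In a principal component analysis of log2 CPM (counts scaled to library size), the first component held 41.1% of the variance and separated the groups. The empty vector libraries lay between -26.8 and -15.2 on it, and the ppk1 libraries between 10.3 (B) and 30.1 (C). Of 19574 genes tested with edgeR's quasi-likelihood test and the replicate letter as a block, 1777 (9.08%) had a Benjamini-Hochberg adjusted p below 0.05. Levels were higher with ppk1 for 791 of them and lower for 986. The changes were mostly small. The median absolute log2 fold change of the called genes was 0.38, with an interquartile range of 0.28 to 0.65. A change of at least 2-fold was found for 220 genes, of which 40 were higher and 180 lower, and 5 of the called genes had a whole group at or under 3 counts. The direction was the same in all 3 pairs for 1728 of the called genes (97.2%). This share was 43.8% among all tested genes, and chance alone gives 25%.

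The number of called genes depended on the pairing and on a single replicate. Without the block, 470 genes were called, 89 higher and 381 lower, of which 127 changed at least 2-fold. All 470 were also called with the block, and all 1777 had the same sign in both fits. Leaving out replicate C, whose ppk1 library lay farthest along the first component, reduced the calls to 406 (82 higher and 324 lower), while leaving out B gave 2435 and leaving out D gave 1803. The share of higher genes among the calls was 44.5%. It was 31.1% with upper-quartile scaling, which called 422 genes higher and 933 lower, 18.9% without the block and 20.2% without replicate C. It was above 50% in other fits: 51.9% without replicate B (1263 higher, 1172 lower) and 51.7% with offsets for GC content and transcript length (1529 higher, 1429 lower). These offsets raised the number of called genes most, to 2958, including 97.6% of the 1777.

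**Figure D1:**
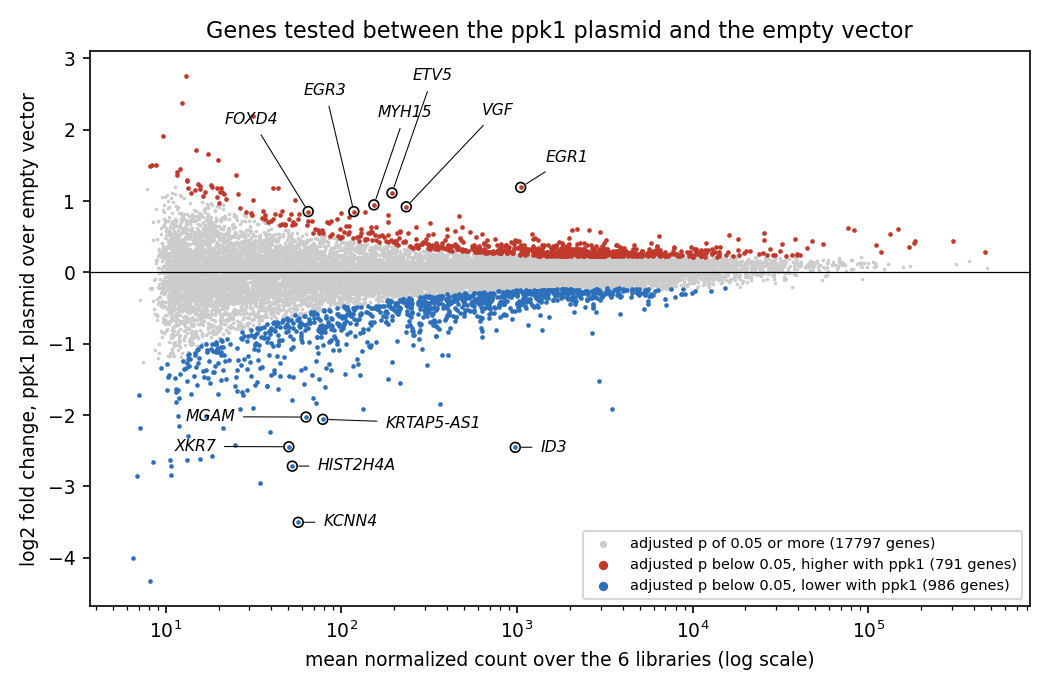
Each point is 1 of the 19574 tested genes, with the mean normalized count over the 6 libraries on a log axis and the log2 fold change of the ppk1 plasmid over the empty vector. Red and blue points are the 791 genes called higher and the 986 called lower, circles mark the 6 largest rises and falls among genes with a mean of at least 50 normalized counts, and ID3 and EGR1 stand out from genes of similar count.

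EGR1, which encodes an early growth response transcription factor, had been chosen for report before the counts were read. EGR1 (ENSG00000120738, chromosome 5) rose from 13.1 ± 1.96 to 29.7 ± 1.23 CPM (mean ± SD, n = 3 libraries per group). Its log2 fold change was 1.19 (SE 0.09), with an adjusted p of 1.4e-14 in edgeR's quasi-likelihood test and 8.9e-05 without the block. The rise was 1.26, 0.91 and 1.41 in pairs B, C and D on the log2 scale. EGR1 was also the largest rise among called genes with a mean of at least 50 normalized counts. The next were ETV5 (1.11), MYH15 (0.95), VGF (0.92), FOXD4 (0.85) and EGR3 (0.85, as log2 fold changes), with edgeR adjusted p-values between 3.1e-08 for ETV5 and 0.002 for FOXD4. FOXD4 shares 63.1% of its transcript sequence with other genes and was not called without the block (adjusted p 0.0705). ETV5 overlaps DGKG on the same strand, so these 2 values are uncertain.

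The falls were larger. ID3 (ENSG00000117318, chromosome 1), which encodes an inhibitor of DNA binding, fell from 33.8 ± 2.82 to 6.13 ± 1.26 CPM (mean ± SD, n = 3 libraries per group). Its log2 fold change was -2.45 (SE 0.10), with the smallest adjusted p of the edgeR test (8.0e-25, and 1.6e-06 without the block). KCNN4 (ENSG00000104783, chromosome 19), a potassium channel gene, fell from 2.12 ± 0.35 to 0.19 ± 0.08 CPM, a log2 fold change of -3.50 (SE 0.26). Its adjusted p was 1.9e-14 in the same test. Its counts were between 70 and 123 in the empty vector libraries and between 7 and 12 in the ppk1 libraries. HIST2H4A (-2.72), XKR7 (-2.44), KRTAP5-AS1 (-2.06) and MGAM (-2.03, as log2 fold changes) had edgeR adjusted p-values of at most 4.4e-10. All of HIST2H4A's transcript sequence (100%) also occurs in HIST2H4B, KRTAP5-AS1 lies opposite to other genes, and XKR7 and MGAM overlap other annotated genes. Their values are uncertain, because the counting method is not stated. All 6 falls were also called without the block and in each fit that left out 1 replicate pair.

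**Figure D2:**
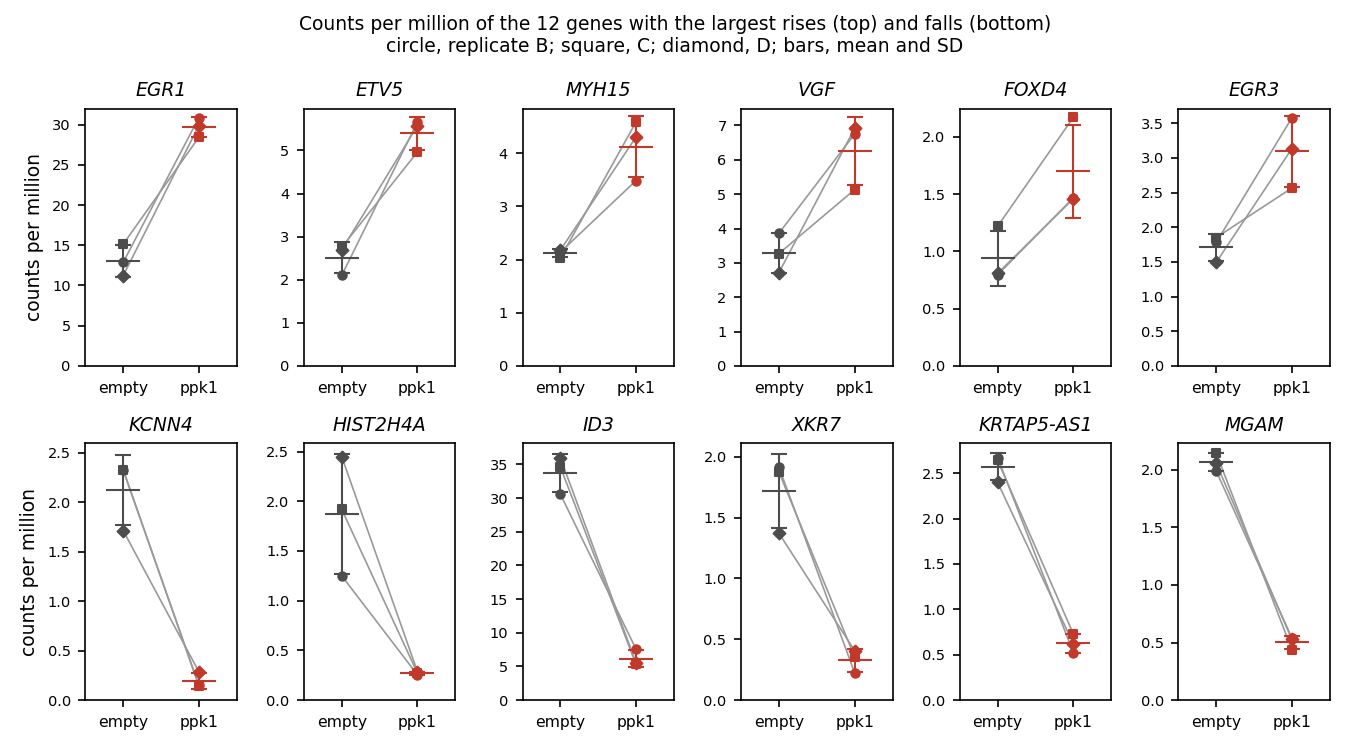
TMM-scaled CPM of the 6 largest rises (upper panels) and 6 largest falls (lower panels) in each library, with grey lines joining the matched replicates and bars giving the mean and SD of 3 libraries. All 12 genes moved in the same direction in each of the 3 pairs, EGR1 from a mean of 13.1 to 29.7 and ID3 from a mean of 33.8 to 6.13.

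The 10 gene lists asked whether known programmes moved as a group. With camera at a preset correlation of 0.01, 6 lists passed an adjusted p of 0.05, all upward. None of the 10 passed under fry (adjusted p from 0.16 to 0.54) or under camera with an estimated correlation (0.58 to 0.87). At an unadjusted p below 0.05, fry gave 3 lists and the estimated correlation gave 0. The list results therefore depend on the set test used, and the reason was not tested. The mitochondrially encoded protein genes had the smallest camera adjusted p (3.8e-08). Their median log2 fold change was 0.45, and all 13 were called, both over all genes tested and adjusted over the list alone, while 9 were called without the block and 6 without replicate C. The medians in pairs B, C and D were 0.44, 0.64 and 0.32. MT-CYB, with 2376 ± 255 and 3665 ± 867 CPM in the empty vector and ppk1 libraries (mean ± SD, n = 3), had a log2 fold change of 0.61 (SE 0.09). MT-ND1, MT-ND2 and MT-ATP6 share between 22.1% and 46.7% of their sequence with other genes and are uncertain.

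The cytosolic heat shock list had a median log2 fold change of 0.24 (camera adjusted p 5.7e-06), with 10 of 20 genes called higher and 13 when adjusted over the list alone. Its 6 named genes, DNAJA1, HSPA1B, HSPA8, HSPH1, DNAJB1 and STIP1, had log2 fold changes between 0.31 and 0.42. HSPA1B shares 73.5% of its sequence with other genes, chiefly HSPA1A, and HSPA8 shares 15.4%, so both values are uncertain. In the ERK and EGR1 response list, with a median of 0.13 (camera adjusted p 0.000402), 12 of 35 genes were called higher and 2 lower, and 17 were called when adjusted over the list alone. Besides EGR1, ETV5 and EGR3, the genes with the smallest adjusted p were FOSB (0.70), ETV4 (0.71) and KLF10, which fell by 0.36 on the log2 scale and was not called without the block. This list's median rested on replicate D, since it was 0.04 without it. Without the block 1 heat shock gene was called, and without replicate C 0 (7 at an unadjusted p below 0.05), against 6 and 7 genes of the ERK and EGR1 list.

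Ribosome biogenesis genes (median 0.13, camera adjusted p 0.000402) had 5 of 25 genes called higher, 6 adjusted over the list alone. They were RRP12 (0.35), RRP9 (0.32), RRS1 (0.28), NOP16 (0.27) and POLR1A (0.25, as log2 fold changes). No gene of this list was called without the block (7 at an unadjusted p below 0.05) or without replicate C (2), and the list's median was 0.07 without replicate C. The cytosolic ribosomal protein genes passed the preset camera test (adjusted p 5.7e-06) with 0 of 77 genes called, 10 with an unadjusted p below 0.05. Of 10000 random lists of the same mean expression, 16.6% had a median as high. Their median of 0.11 was the outcome of pair medians of 0.21, 0.16 and -0.04, and was 0.05 without replicate B. Without replicate D the median was 0.16, with 3 genes called and 41 at an unadjusted p below 0.05. Without replicate C the median was 0.09, with 0 genes called and 0 at an unadjusted p below 0.05. The cholesterol synthesis list (median 0.10, camera adjusted p 0.013, 5.82% of random lists as high) had 7 of 22 genes called higher and 1, SC5D, called lower by a log2 fold change of -0.39, with 9 called when adjusted over the list alone. Without the block 1 was called higher and 1 lower, and without replicate C 0 were called (5 at an unadjusted p below 0.05). Its named rises were ACAT2, HMGCS1, LSS and FDPS, between 0.26 and 0.38. The list's adjusted p was 0.077 without replicate B and 0.068 without replicate C.

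Of the 4 lists that did not pass, endoplasmic reticulum stress had a median of 0.06 (camera adjusted p 0.069, 3 of 18 genes called higher, 4 over the list alone) and the amino acid and integrated stress response a median of 0.09 (0.092, 6 of 20 called higher and 1 lower, 8 over the list alone). Without the block 1 and 2 genes of these lists were called, and without replicate C 0 (3 at an unadjusted p below 0.05) and 2. The interferon-stimulated genes had a median of -0.01 (camera adjusted p 0.78) with 0 of 17 called, over all genes or over the list alone, and 2 higher at an unadjusted p below 0.05. The phosphate and inositol pyrophosphate metabolism list had a median of 0.07 (camera adjusted p 0.78). Its 1 called gene, IP6K3, was picked out after its values were seen. IP6K3 fell from 0.47 ± 0.15 to 0.07 ± 0.03 CPM (mean ± SD, n = 3), a log2 fold change of -2.64 (SE 0.42, edgeR adjusted p 1.4e-05) at a mean of 13.2 normalized counts. It had no adjusted p in the DESeq2 fit.

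**Figure D3:**
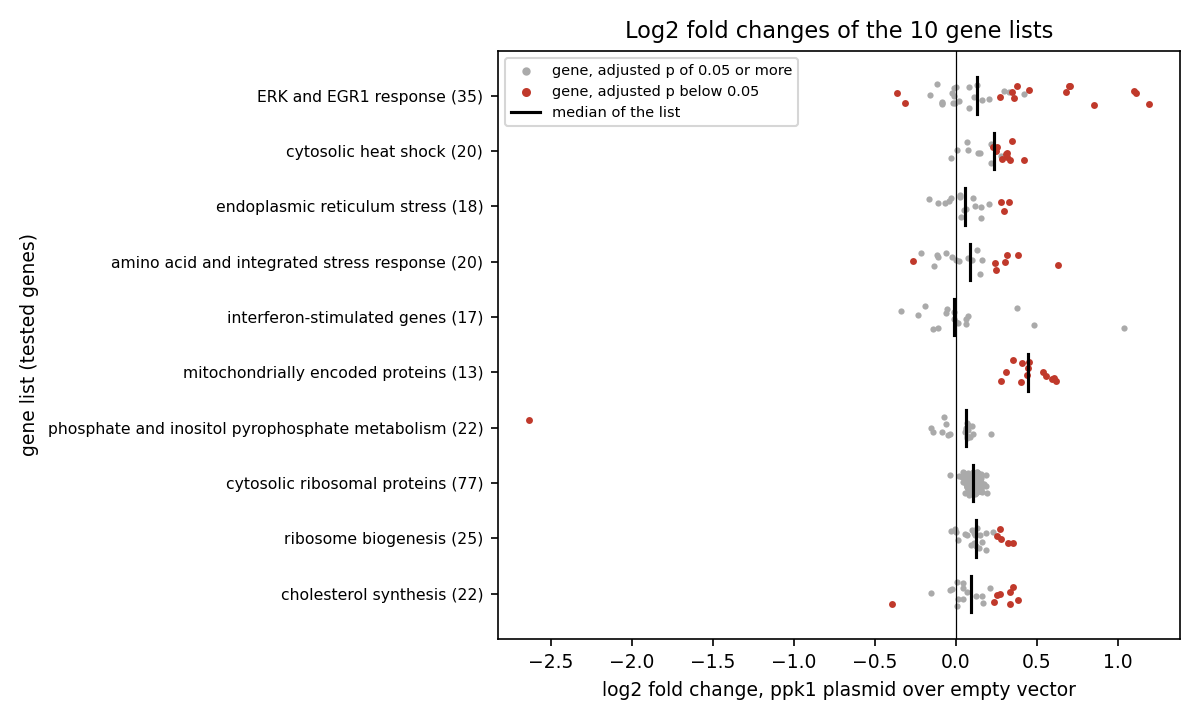
Log2 fold changes (ppk1 plasmid over empty vector) of the tested genes of the 10 lists, with red points for genes with an adjusted p below 0.05 and a black line at each list's median. All 13 mitochondrially encoded genes lie to the right of 0 around a median of 0.45, the ribosomal protein genes cluster near 0.11 with 0 called, and the isolated point at -2.64 is IP6K3.

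Mitochondrially encoded genes took 4.10 ± 0.09% of all counts in the empty vector libraries and 5.10 ± 0.53% in the ppk1 libraries (mean ± SD, n = 3). The share was higher with ppk1 in all 3 pairs, by 0.79, 1.59 and 0.64 percentage points. The exact two-sided sign-flip test gave p = 0.25, the smallest value it allows with 3 pairs. This test therefore cannot pass 0.05 here and does not decide the question. The 10 most counted genes took 5.37 ± 0.08% and 6.04 ± 0.24% of the counts, also higher in all 3 pairs (exact p = 0.25). The number of genes with at least 1 count, which rises with depth, was 29954 ± 326 and 30255 ± 896. It was higher with ppk1 in 2 of the 3 pairs (exact p = 0.5), and the mean difference of 300.3 genes was 1.5 without replicate B, the pair with the deepest library, and 608 without replicate D.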

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

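The replicate block decided most of the count of called genes. Without it, 470 genes were called in place of 1777 (89 higher, 381 lower, 127 at least 2-fold), and the 470 were all among the 1777. Large changes lost the call as well as small ones: 10 rises and 117 falls of at least 2-fold were called without the block, against 40 and 180 with it. The log2 fold changes of the paired and unpaired fits correlated at 0.999 across genes, which are not independent replicates. With simulated changes the unblocked test also made fewer calls, 74.1% against 88.0% of 2-fold changes. That simulation had differences between letters built in, so it does not show whether the block suits the real data.

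DESeq2 with the block called 754 genes (323 higher, 431 lower, 76 at least 2-fold), of which 752 were among the 1777 in the same direction. It gave no adjusted p for 20547 genes. A test against a fold change of 1.2 called 318. Offsets for GC content and transcript length called 2958 (1529 higher), and upper-quartile scaling called 422 higher. Requiring a mean of at least 50 counts left 51 genes changed at least 2-fold, because fewer genes with low counts were tested. Except for the last, the cause was not tested. The total stayed between 1353 and 1817 under RLE and upper-quartile scaling, no filter, the stricter filter, robust dispersion, omission of the mitochondrially encoded genes, thinning to equal depth and the newer quasi-likelihood setting. No scaling moved the median log2 fold change of all genes by as much as 0.1: it was 0.01 with TMM, 0.01 with RLE and -0.01 with upper-quartile scaling.

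Across the 3 fits that each left out a replicate pair, the calls ran from 406 (without C) to 2435 (without B), the higher genes from 82 to 1263, the lower genes from 324 to 1172 and the genes changed at least 2-fold from 143 to 298. Leaving out a pair removes 2 libraries, and the dispersion shared across genes is estimated anew. The counts of these fits are therefore not directly comparable. ID3, for example, had an edgeR adjusted p of 1.1e-125 without B, 3.9e-61 without C and 6.5e-126 without D, against 8.0e-25 with all pairs. Without B or D the count did not fall, so a drop was not common to all 3 fits. The cause of the drop without C was not tested. The 389 genes called without C and in the same direction as before made up 21.9% of the 1777.

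EGR1 kept its direction and its adjusted p below 0.05 under all 15 alternatives, with log2 fold changes from 1.07 (without replicate D) to 1.34 (without replicate C). Of the 547 values of the other 37 named genes under these alternatives, 487 kept direction and call, 60 kept direction but lost the call, and 0 changed direction. Most losses came without the block (16 genes), without replicate C (19) and in the test against a fold change of 1.2 (19).

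The lists depended on the set test. Under fry, camera with an estimated correlation, and fry without the block, 0 lists passed in place of 6. At an unadjusted p below 0.05 these gave 3, 0 and 4 lists. The adjusted p under the 3 tests, in that order, was 0.168, 0.582 and 0.117 for the ERK and EGR1 response, 0.16, 0.582 and 0.0626 for cytosolic heat shock, 0.16, 0.582 and 0.07996 for the mitochondrially encoded proteins, 0.273, 0.585 and 0.428 for the cytosolic ribosomal proteins, 0.168, 0.582 and 0.174 for ribosome biogenesis, and 0.168, 0.582 and 0.12 for cholesterol synthesis. A preset correlation of 0.01 lets lists of coregulated genes pass more readily than these tests do. Whether that is the cause was not tested. The endoplasmic reticulum stress list passed without the block (0.0452) and with GC and length corrected (0.0126). The cholesterol synthesis list ran from an adjusted p of 0.00367 to 0.0775 across the 3 fits that left out a pair. Lists without a clear direction changed sign: interferon-stimulated genes with the stricter filter (0.747), and the phosphate list under fry (0.536), without replicate B (0.758) and without replicate C (0.988). Without replicate D it kept its direction (0.377). The cause was not tested.

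The difference in the mitochondrial share ran from 0.716 (without C) to 1.19 percentage points (without D) across the fits that left out a pair, and was 0.976 with protein-coding genes only. The difference in the share of the 10 most counted genes ran from 0.524 (without C) to 0.762 percentage points (without B), and was 0.765 with protein-coding genes only. The difference in the number of detected genes was not stable: it ran from 1.5 (without B) to 608 genes (without D) and was 20 with protein-coding genes only, against 300.3. Depth limits the large changes: the median count of genes changed at least 2-fold was 21.3 per library, where a fold change rests on few reads.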

Other observations

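The patterns below were noticed among the top genes of the same 6 libraries. The lists for motile cilium, BMP and SMAD and p53 targets, the background tests, the low-count test, the thinning, the GC and length offsets and the random lists, including those for the mitochondrial genes, were chosen only after a first fit had been seen.

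The count of called genes was set against other splits of the 6 libraries into 3 and 3. With the block, 1 of the 10 splits, the real one, gave as many called genes, as many higher, as many lower and as many changed at least 2-fold. The other splits gave 0 calls, with 79 to 1457 genes at an unadjusted p below 0.05 against 4655 in the real one. The 4 splits that part all 3 pairs are the fair comparison, since the other 6 part only 1 pair and their blocked fold change is that pair's own difference. The real one was alone among the 4 in giving calls. A share under 0.1 cannot be reached with 10 splits, so the share of splits cannot decide whether the calls arose from a chance division of the libraries. The size of the gap does not decide it either. The other splits treat at least part of the difference between the real groups as noise, whatever its source, which leaves fewer calls there. Without the block the real split gave 470 calls and every other split 0. At an unadjusted p below 0.05 it then gave 3638 genes, against 121 to 1580 in the other splits. The list count was weaker: 3 of the 10 splits gave as many as 6 lists past the preset camera threshold, both others being splits that part only 1 pair, and the remaining splits gave between 1 and 5. With the same test, the ribosomal protein list had as small a p in 6 of the 10 splits and the ERK and EGR1 list in 4, but the mitochondrially encoded list in 1. Among the 4 splits that part all pairs, as small a p was reached in 2 for the ribosomal protein list and for the ERK and EGR1 list, and in 1, the real one, for the heat shock, mitochondrially encoded, ribosome biogenesis and cholesterol synthesis lists.

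Depth differed between the groups, because the ppk1 library was the deeper of each pair. After thinning to equal depth, 89.1% of the 1777 calls were called again in the same direction, which argues against depth as the source of most calls. Log2 fold changes rose with GC content across genes (Spearman's rho 0.22, genes not being independent replicates). After each library's trend on GC content and transcript length had been removed, rho was 0.01 and 97.6% of the calls were called again, which argues against that trend as their source.

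Large falls outnumbered large rises, 180 to 40. Most of these genes had means under 200 counts, with 170 falls and 39 rises (81.3% falls). The excess was not confined to them. Among genes changed at least 2-fold with a mean of at least 200 counts, 10 of 11 were falls (90.9%, Clopper-Pearson 95% interval 58.7% to 99.8%). The interval treats genes as independent, which they are not.

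Axonemal genes (CFAP43, DNAH12, WDR78 and WDR63) were among the genes with the smallest adjusted p, and all fell. A list of 72 other motile cilium genes, 63 of them tested, had a median log2 fold change of -0.43 (-0.33, -0.48 and -0.44 in pairs B, C and D). Of these, 26 were called lower and 0 higher, with 33 lower and 2 higher at an unadjusted p below 0.05. Without the block 17 were called lower, and without replicate C 15. Of 10000 random lists of the same mean expression, 0% had a median as low. The list passed fry (adjusted p over the 3 lists 0.00597) and camera with an estimated correlation (0.0347). Its adjusted p was at most 0.0347 over all 11 alternatives. The lists fixed beforehand were adjusted over 10 lists, so their adjusted p-values are not comparable with these. Unadjusted, the motile cilium list had a p of 0.00398 under fry and 0.0123 under camera with an estimated correlation. The lowest among the 10 lists were 0.0169 and 0.167. The camera p of the motile cilium list was reached by 1 of the 10 splits. FOXJ1, which encodes a transcription factor of motile ciliogenesis, fell by 2.29 on the log2 scale (SE 0.42, edgeR adjusted p 0.000119) at a mean of 13.3 normalized counts. Less background from genomic DNA would lower such rarely transcribed genes, but counts in 852 olfactory receptor genes, which serve as a measure of it, changed by a mean log2 ratio of -0.0133 (-0.16, 0.04 and 0.08 in pairs B, C and D, SD 0.13). Less unspliced RNA would lower genes annotated inside introns on the same strand, but the median log2 ratio of 256 such genes had a mean over the pairs of 0.0545 (SD 0.0551), which argues against it as far as these genes measure it. With GC content and length corrected the list's median was -0.41, which argues against that trend. Log2 fold changes were below 0 for 52 of the 63 genes, but some members with high counts did not fall. STK36 (0.06, SE 0.07), ARMC4 (0.02, SE 0.10) and DNAAF3 (-0.0006, SE 0.09) had means between 468 and 2289 normalized counts. A candidate explanation is a lower level of much of the motile cilium programme, though not all of it, in cells with the ppk1 plasmid. It remains a hypothesis, since it was found and tested on the same libraries and 3 pairs leave the real grouping at 1 of 10 splits.

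ID1, ID2 and ID3, classical targets of BMP and SMAD signalling, were lower with log2 fold changes of -1.50, -1.52 and -2.45. A list of 10 other BMP and SMAD target genes had a median of -0.25 (-0.26, -0.29 and -0.31 in pairs B, C and D), with NOG (-0.84), SMAD6 (-0.54), SMAD9 (-0.47) and ID4 (-0.44) called lower. None was called higher, nor was any higher at an unadjusted p below 0.05 (0 genes, against 7 lower). Only 0.05% of 10000 random lists had a median as low. The list passed fry (adjusted p over the 3 added lists 0.0164) but not camera with an estimated correlation (0.0818, the highest over its 11 alternatives). As small a camera p was given by 1 of the 10 splits. HEY1 (0.04, SE 0.07) and MSX1 (0.10, SE 0.08), with means of 9193 and 1453 normalized counts, were not lower. A candidate explanation is lower output of BMP and SMAD signalling, but not for all of its targets, and the set is small. Lower ligand, lower receptor activity and a change in cell density or growth were not tested.

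DDB2, a p53 target, fell by 0.85 on the log2 scale (SE 0.08, edgeR adjusted p 6.9e-12). A list of 23 other p53 target genes had a median of -0.26 (-0.35, -0.29 and -0.26 in pairs B, C and D), with 14 called lower and 0 higher, and 17 lower and 0 higher at an unadjusted p below 0.05. GDF15 (-0.97), SPATA18 (-0.60), TP53INP1 (-0.59) and FAS (-0.57) had the largest called falls. Other well-known targets were not called: CDKN1A (0.09, edgeR adjusted p 0.496), BAX (0.09, 0.479), TNFRSF10B (-0.06, 0.679), CCNG1 (-0.11, 0.398) and TIGAR (-0.06, 0.699). Without the block 6 were called, and without replicate C 8. None of the 10000 random lists had a median as low (0%), and 1 of the 10 splits gave as small a camera p. The list passed fry (adjusted p over the 3 added lists 0.00552) and camera with an estimated correlation (0.0347, the highest over its 11 alternatives). With GC content and length corrected the median was -0.30, which argues against that trend. HEK293T cells carry SV40 large T antigen, which binds p53, so a lower level of p53 targets is a decrease from whatever activity remains. A candidate explanation is lower p53 activity in the ppk1 libraries, although CDKN1A and BAX were not lower, or a weaker response to transfection itself than with the empty vector. These were not separated.

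Log2 fold changes also rose with mean expression (Spearman's rho 0.153, and 0.194 with GC content and length corrected), which shifts lists of highly expressed genes upward. Against 10000 random lists of the same mean expression, the share with a median as high was 0% for heat shock, 0.02% for the ERK and EGR1 list and 0.61% for ribosome biogenesis. It was 5.82% for cholesterol synthesis and 16.6% for the ribosomal proteins, so the upward shift of these 2 lists is within what genes of their expression show. For the lists that did not pass camera it was 13.3% (amino acid and integrated stress response), 17.8% (phosphate), 45.6% (interferon) and 46.97% (endoplasmic reticulum stress).

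The mitochondrially encoded genes rose by a median of 0.45. Scaling does not explain it, since 0 of 10000 random lists of the same mean expression had a median as high, and the median was 0.44 with GC content and length corrected. The preset-correlation test reached as small a p in 1 of the 10 splits. The rise was largest in pair C, and the median was 0.36 without it. Whether it reflects more mitochondrial RNA per cell, less nuclear RNA or a difference in how the poly(A) selection took these transcripts was not tested.

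A library from cells with a catalytically inactive enzyme was not analysed here. The comparison cannot separate the presence of polyphosphate from the expression of a bacterial protein or the larger plasmid, and both remain open for every pattern above.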
